A study of Mus musculus with 2 samples. Its data were reported in "Immunoprophylactic and immunotherapeutic control of hormone receptor-positive breast cancer" (2020).

How the data were processed

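CD45-positive cells sorted from subcutaneous TSA tumours of untreated mice and of mice given NAM were sequenced as 2 libraries, 1 per group, each from a pool of 3 mice. The deposited values are UMI counts per gene and cell, which the authors made from 10x Genomics Single Cell 3′ version 2 libraries with Cell Ranger version 2.1.0, aligned to mm10. The counts were whole numbers with totals that varied between barcodes, so no normalisation had been applied to them. The files held 27998 genes as symbols. Cells ranged from 3018 to 40261 UMIs in the untreated library and from 3001 to 41658 in the NAM library, and the largest mitochondrial share of a cell was 5.30% and 5.85%. All barcodes passed the filter stated in the study's methods (1000 genes, 3000 UMIs, 10% mitochondrial UMIs), so low-quality barcodes had been removed before deposit. The annotation version used for counting is not stated. Coordinates and biotypes were taken from GENCODE vM21 (GRCm38) by gene symbol.

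The choices below were made before the data were examined, unless stated otherwise. Settings follow the study's methods where these state them. Counts of the 6198 cells were normalised to 10000 UMIs per cell and log-transformed, and genes seen in fewer than 3 cells were left out (15274 remained). The 2775 most variable genes, without the 22 study genes, were scaled and reduced to 35 principal components, which were corrected between libraries by a Harmony-type method written for this work (theta 2, sigma 0.1, 100 clusters, 10 rounds). A shared nearest neighbour graph (30 neighbours) was clustered with the Leiden algorithm at resolution 0.6. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9 were used. The random seed was 1.

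Clusters were named from 124 markers of 12 cell types, of which 6 had no matching symbol in the files. A marker counted for a cluster when 10% or more of its cells had a UMI of it and it was higher there than in other cells. A cluster took the name of the type with most markers among its top 10 genes by fold where 3 or more markers of that type counted, and where 2 or more were among the top genes or no other type had more that counted. Where no type led the top genes alone, a type with 3 or more markers that counted, and at least 2 times as many as the next, gave the name. A cluster that met neither rule stayed unnamed. The markers were fixed before the data were examined and these thresholds were set afterwards. A difference from the study's cell types may come from the rebuilt names. No doublets were removed, as the methods state none. Scrublet, run within each library, marked 1 of 2922 and 3 of 3276 cells (0.0645% of all), so it has not worked here, and doublets remain in the data. As an added alternative, the 2.5% of cells with the highest Scrublet scores were left out.

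UMIs were summed per library over each of 4 classes (macrophage-like, monocyte-like, T-cell-like and NK-like cells) and divided by the class total to give CPM, with an exact Poisson interval. The log2 ratio of CPM, NAM over untreated, was given with an exact conditional binomial interval, and a difference was called only where this interval left out 0. Shares of cells carry exact Clopper-Pearson intervals. All intervals are at 95% and cover counting error only. With 1 library per group no test was made and no p-value or number of changed genes was computed. To compare shares of cells with a UMI across depths, each cell was thinned to 3000 UMIs, which left out 0 cells.

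For 11 gene lists (MHC class II, MHC class I presentation, type I interferon response, interferon gamma response, cytotoxic effectors, heat shock, immediate early, glycolysis and hypoxia, proliferation, NAD metabolism, haemoglobin; 140 genes, 1 of them without a match) the median log2 ratio was taken over members with 20 or more UMIs in the class, with a pseudocount of 0.5 UMIs, where at least 3 members remained. Its percentile among 10000 random lists, each member replaced by a draw from the 100 genes nearest in mean expression, describes these libraries. Some list members are study genes, which the study chose on these same libraries. Named genes were the study genes, and in each class the 5 genes with the largest and the 5 with the smallest ratio among genes with 100 or more UMIs, markers excepted, whose interval left out 0. Genes among the 10 largest or 10 smallest of the 3 largest classes at once were also listed. Ratios of all genes with 100 or more UMIs were correlated across genes between the 6 pairs of classes and set beside 100 random splits of the cells of each library.

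The steps were tested on simulated data. For 1 simulated library against 1, with 200 genes changed 2 fold in a class with 3% of a library's UMIs, the intervals of 99% of changed genes left out 0 on the right side and 95.7% of all intervals held the true ratio (2334 genes). In the same comparison the lowest percentile of 20 lists of raised genes was 100, and 2% of 50 lists of unchanged genes lay outside percentiles 2.5 to 97.5 (6691 genes). Pearson r was 0.676 between simulated classes that shared the changes (2231 genes) and −0.0124 where 1 class had none (2232 genes). Of 2900 simulated cells of 4 types in 2 libraries, 100% got the name of their type (27998 genes). The simulated types were made to differ in the same markers that gave the names. That value therefore does not show how well the rule names real cells. Simulated cells had no variation beyond counting, so these values say nothing about variation between cells or mice.

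Alternatives fixed in advance were every barcode, a looser cell filter, Scrublet calls, no correction between libraries, resolutions 0.3 and 1.2, study genes allowed among the variable genes, the class from each cell's own marker score, median-of-ratios scaling, totals without mitochondrial, ribosomal protein and haemoglobin genes, the mean of ln(1 + 10000 × share), thinning, and other minimums of UMIs. Alternatives chosen after seeing the data were the highest Scrublet scores left out, the T-cell-like and NK-like cells clustered again on their own, the 5 highest cells per gene and library left out, and the study genes, list genes and genes named by their ratio all kept out of the variable genes (172 genes). The study's tests between cells and its reference-based cell typing were not used here.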

Results

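RNA was counted in single droplets holding CD45-positive cells (leukocytes) sorted from tumours of TSA cells, a mammary adenocarcinoma line of BALB/c mice grown under the skin. There was 1 library from untreated mice and 1 library from mice given nicotinamide (NAM), a form of vitamin B3, at 0.5% in drinking water for 10 days. Each library was a pool of 3 mice, so there was 1 library per group, no difference has a replicate check, and a difference between library batches and the effect of NAM cannot be told apart. Cells are not replicates, and no test was made. Intervals are exact 95% intervals (Poisson for CPM, Clopper-Pearson for shares, conditional binomial for ratios) and cover counting error only, not variation between cells, mice or libraries. The untreated library held 2922 cells and 29161823 UMIs (unique molecular identifiers, each marking 1 captured RNA molecule), and the NAM library held 3276 cells and 32090120 UMIs. The median cell had 9056 UMIs in the untreated library and 9128 in the NAM library. The median number of genes per cell was 2436.5 in the untreated library and 2407 in the NAM library, and the median mitochondrial share was 2.42% and 2.59%, respectively. All barcodes in both libraries passed the study's cell filter.

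Clustering both libraries together gave 12 clusters, from which classes were named by marker genes fixed before the data were examined. The 22 genes examined one by one further on were kept out of the genes used for clustering. Clusters 1, 2 and 3 were macrophage-like. Cluster 1 was led by Dnase1l3, Vcam1 and the immune genes Cxcl9, H2-Eb1 and Cd74, cluster 2 by Mmp12, Arg1 and Hmox1 (a stress gene), and cluster 3 by the cell cycle genes Birc5, Ube2c and Top2a. Cluster 4 was monocyte-like (Ly6c2, Plac8, Thbs1), clusters 10 and 12 were dendritic-like (Cd209a, Fscn1 and Ccr7, with the interferon-induced gene Ifitm1, in cluster 10, and Xcr1 and Clec9a in cluster 12), clusters 9 and 11 were T-cell-like (Cd8a, Cd8b1 and Nkg7 in cluster 9, and Ikzf2, Ctla4 and Il2ra in cluster 11), and cluster 8 was NK-like (natural killer cells; Gzma, Gzmc, Xcl1, Ncr1). Clusters 5, 6 and 7 did not meet the naming rule, whose thresholds were set after the data were seen, and stayed unnamed. Cluster 5 (led by Tgfbi, Htra3 and Ccr2) held 6.47% of untreated and 5.98% of NAM cells, cluster 6 (Ctsk, Acp5, Mmp9) held 5.20% and 5.19%, and cluster 7 (the interferon-induced genes Ifit3, Rsad2 and Isg15) held 4.55% and 5.49%, respectively.

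The NK-like cluster was mixed. A Cd3e UMI was found in 49.5% of its cells (44.4% after thinning each cell to 3000 UMIs) and an Ncr1 UMI in 50.9% (47.0% thinned), while the thinned shares in macrophage-like cells, which should lack both RNAs, were 0.734% and 0.236%. The median depth was 4635 UMIs in the NK-like cluster and 9738 in macrophage-like cells. When the cells of the T-cell-like and NK-like clusters were clustered again on their own, a step chosen after seeing the data, 4 subclusters were found, of which only subcluster 3 was NK-like. It held 87 untreated and 60 NAM cells, and an Ncr1 UMI was found in 82.3% of them (74.8% thinned). A Cd3e UMI was found in 18.4% (17.0% thinned). A Cd3g UMI was found in 34.0% (30.6% thinned), against 61.3% (58.4% thinned) of the whole NK-like cluster. Values for NK-like cells below therefore include T cells. Those after the repeated clustering may still include some, since both Cd3 shares stayed above those of macrophage-like cells (0.734% for Cd3e and 1.44% for Cd3g, thinned).

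The share of each class asked whether NAM changed the makeup of the leukocytes, for which the study's text gave more T cells and monocytes and fewer macrophages and NK cells in NAM. Macrophage-like cells made up 62.4% (60.6 to 64.1) of untreated and 60.8% (59.1 to 62.5) of NAM cells. Monocyte-like with dendritic-like cells made up 11.6% (10.5 to 12.9) of untreated and 13.2% (12.1 to 14.4) of NAM cells, and T-cell-like cells 4.62% (3.89 to 5.45) and 5.37% (4.63 to 6.20). NK-like cells made up 5.17% (4.39 to 6.03) of untreated and 3.91% (3.27 to 4.63) of NAM cells, and unnamed cells 16.2% (14.9 to 17.6) and 16.7% (15.4 to 18.0). The log2 ratio of the shares, NAM over untreated, was −0.04 (−0.13 to 0.06) for macrophage-like, 0.18 (−0.02 to 0.39) for monocyte-like with dendritic-like and 0.22 (−0.11 to 0.55) for T-cell-like cells. Only the ratio of NK-like cells, −0.40 (−0.75 to −0.05), had an interval that left out 0. Which ratios did so depended on the clustering. The alternative that moved them most was cluster resolution 0.3, under which the ratio was −0.0505 (−0.31 to 0.21) for NK-like cells, 0.22 (0.05 to 0.40) for monocyte-like with dendritic-like cells and −0.19 (−0.75 to 0.37) for T-cell-like cells. At that resolution the NK-like cluster took in the 79 untreated and 120 NAM cells of cluster 9. The T-cell-like class held only cells of cluster 11, so these ratios describe other cells. T-cell-like and NK-like cells together were 286 and 304, the same as in the main setting. The interval of monocyte-like with dendritic-like cells also left out 0 with study genes allowed in clustering (0.22, 0.00397 to 0.43) and with each cell's class taken from its own marker score (0.24, 0.00914 to 0.47). After the repeated clustering of T-cell-like and NK-like cells the ratio for NK-like cells was −0.70 (−1.20 to −0.21). T-cell-like and NK-like cells together made up 9.79% of untreated and 9.28% of NAM cells. Over the 2448 untreated and 2730 NAM cells of the classes that the study counted, macrophage-like cells made up 74.4% and 73.0%, monocyte-like with dendritic-like 13.9% and 15.9%, T-cell-like 5.51% and 6.45%, and NK-like 6.17% and 4.69%, respectively. A difference from the study's shares may come from the rebuilt class names.

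**Figure D1:**
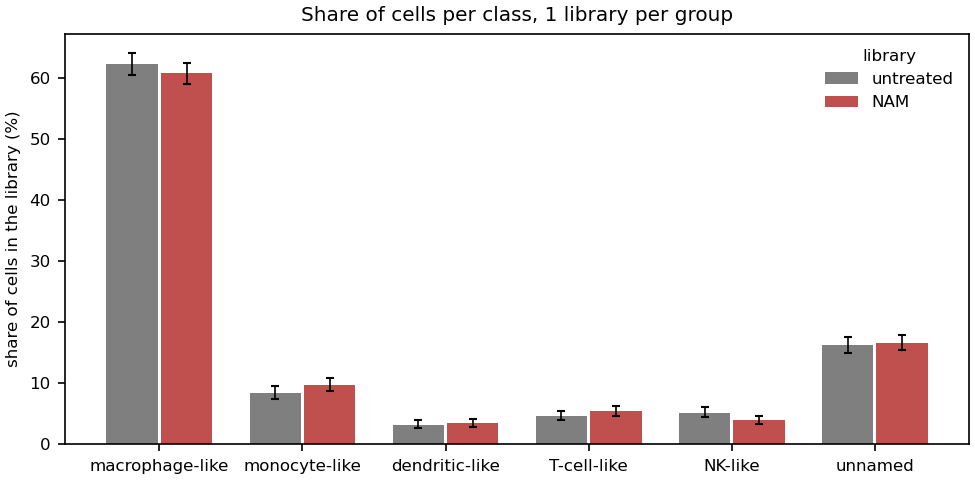
Share of cells (%) per class in the untreated and the NAM library, with exact 95% binomial intervals as error bars. The bars of NK-like cells stand at 5.17% (untreated) and 3.91% (NAM), and those of macrophage-like cells at 62.4% and 60.8%.

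The study named genes of antigen presentation, interferon response and immune regulation as changed by NAM in macrophages and monocytes, all higher in NAM except Il10 and Il1rn. For each, UMIs were summed over a class and scaled by the UMI total of that class to CPM (UMIs per 1000000). Class totals in the untreated and NAM library were 19080096 and 21088708 UMIs for macrophage-like cells (median 9631 and 9801 per cell) and 1727730 and 2014864 for monocyte-like cells (median 6314 and 5440). Coordinates are from GENCODE vM21 on GRCm38 (mm10), whose gene models may differ from the annotation that the authors counted on, and all genes named with coordinates are protein coding unless another biotype is given. In macrophage-like cells H2-Aa (chromosome 17, 34282744 to 34287823) rose from 6061 (6026 to 6096) to 7956 (7918 to 7994) CPM, a log2 ratio of 0.39 (0.38 to 0.40). The log2 ratio of H2-Eb1 (chromosome 17, 34305867 to 34316674) was 0.45 and that of H2-D1 (chromosome 17, 35262730 to 35267499) was 0.47. Those of H2-DMb2 (chromosome 17, 34143307 to 34151555) and H2-DMb1 (chromosome 17, 34153072 to 34160230) were 0.62 and 0.64. H2-DMb1 and H2-DMb2 are close paralogs, as H2-D1 is of other class I genes, so reads may have been split between them. Cxcl9 (chromosome 5, 92321347 to 92328079) had a log2 ratio of 0.55 (0.50 to 0.60), Cxcl10 (chromosome 5, 92346638 to 92348889) 0.35 (0.30 to 0.40), Irf1 (chromosome 11, 53770014 to 53778374) 0.73 (0.64 to 0.82) and Ifitm1 (chromosome 7, 140967221 to 140969825) 0.88 (0.77 to 0.99). Il10 (chromosome 1, 131019845 to 131024974) went from 76.4 to 26.2 CPM (1458 and 552 UMIs), a log2 ratio of −1.55 (−1.69 to −1.40), and Il1rn (chromosome 2, 24336853 to 24351494) from 382 to 355 CPM, a log2 ratio of −0.11 (−0.15 to −0.06). The direction of every ratio of these 11 genes in macrophage-like cells was kept under each alternative tried, but the interval of Il1rn included 0 (−0.02, −0.08 to 0.03) when list genes and genes named by their ratio were also kept out of clustering.

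In monocyte-like cells the log2 ratios were 0.30 for H2-D1, 0.36 for both H2-Eb1 and H2-Aa, 0.53 for H2-DMb2 and 0.50 for H2-DMb1. Irf1 went from 113 to 228 CPM with a log2 ratio of 1.01 (0.76 to 1.25), and Ifitm1 from 790 to 1249 CPM with 0.66 (0.56 to 0.76). Cxcl10 went from 314 to 544 CPM with 0.79 (0.64 to 0.94), but its ratio was −0.46 when each cell took its class from its own marker score. The ratio of Cxcl9, 0.08 (−0.09 to 0.26), did not show a difference at this depth, and it was −0.67 with classes from the marker score, 0.27 with no correction between libraries and 0.30 (0.09 to 0.51) without the 5 highest cells of each library. Il10 went from 93.2 to 19.9 CPM (161 and 40 UMIs), with a log2 ratio of −2.23 (−2.77 to −1.72), and Il1rn from 1224 to 682 CPM, with −0.84 (−0.94 to −0.74). The median log2 ratio over the 11 genes was 0.47 in macrophage-like and 0.36 in monocyte-like cells, and the alternative that moved it most was clustering with no correction between libraries, which gave 0.49 in monocyte-like cells. RNA of myeloid genes was present in droplets of T-cell-like cells, where an H2-Aa UMI was found in 54.8% of untreated and 50% of NAM cells after thinning, against 84.6% (96.1% unthinned) and 90.9% (98.1% unthinned) of macrophage-like cells. A Cxcl9 UMI was found in 38.5% of untreated and 53.9% of NAM macrophage-like cells (25.1% and 37.6% thinned), against thinned shares of 0.741% and 3.41% in T-cell-like cells (median depth 4457 and 4330.5 UMIs).

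In T cells the study named genes of antigen recognition, effector molecules and surface markers of activation as higher and Cdkn1b as lower in NAM. The T-cell-like class held 721472 UMIs in the untreated and 948985 in the NAM library. The log2 ratios of Cd3d (chromosome 9, 44981786 to 44987339), Cd3e (chromosome 9, 44998740 to 45009627) and Cd3g (chromosome 9, 44969572 to 44980431) were 0.25 (0.12 to 0.39), 0.23 (0.09 to 0.36) and 0.16 (0.07 to 0.26). Cd8a (chromosome 6, 71373427 to 71379173) had a log2 ratio of 0.51 (0.33 to 0.70) and Cd8b1 (chromosome 6, 71322788 to 71337494) 0.35 (0.17 to 0.54), while cluster 9, which Cd8a leads, made up 58.5% of untreated and 68.2% of NAM T-cell-like cells. Within cluster 9 the ratio of Cd8a was 0.29 (0.11 to 0.48) and that of Cd8b1 0.11 (−0.07 to 0.30). Without 1 untreated cell that fell in the NK-like subcluster of the repeated clustering they were 0.19 and 0.0184. Gzmb (chromosome 14, 56258838 to 56262260) went from 642 to 909 CPM with a log2 ratio of 0.50 (0.34 to 0.67), and Fasl (chromosome 1, 161780689 to 161788495) from 84.5 to 150 CPM (61 and 142 UMIs) with 0.82 (0.38 to 1.28). The ratios of Pdcd1 (chromosome 1, 94038305 to 94052553) and Klrc1 (chromosome 6, 129666015 to 129678973) were 0.27 (0.08 to 0.46) and 0.64 (0.45 to 0.84). Cdkn1b (chromosome 6, 134920401 to 134925513) went from 74.8 to 24.2 CPM (54 and 23 UMIs), a log2 ratio of −1.63 (−2.40 to −0.90). Lag3 (chromosome 6, 124904361 to 124911705) had a ratio of 0.19 (0.02 to 0.36), whose interval included 0 under median-of-ratios scaling (0.13, −0.03 to 0.30), with no correction between libraries (0.12, −0.04 to 0.29), and without 1 untreated cell (0.14, −0.03 to 0.30). The ratios within cluster 9 and within cluster 11 were 0.99 (0.74 to 1.25) and 0.13 (−0.10 to 0.37) for Gzmb, 0.23 (0.02 to 0.44) and −0.35 (−0.85 to 0.15) for Pdcd1, and 0.15 (−0.04 to 0.33) and −0.18 (−0.57 to 0.20) for Lag3. Without that cell the intervals within cluster 9 of Pdcd1 (0.17, −0.03 to 0.39), Cd3d (0.14, −0.03 to 0.30), Cd3e (0.14, −0.03 to 0.30) and Cd3g (0.06, −0.06 to 0.18) included 0. Those of the 3 Cd3 genes within cluster 11 (0.21, 0.09 and 0.00918) did too. The median over the 11 genes was 0.27. Thinning each cell to 3000 UMIs moved it most, to 0.34, and median-of-ratios scaling gave 0.21. A Gzmb UMI was found in 40.0% of untreated and 59.7% of NAM T-cell-like cells (36.3% and 53.4% thinned), against thinned shares of 1.10% and 1.15% in macrophage-like cells (median depth 9631 and 9801 UMIs, against 4457 and 4330.5 in T-cell-like cells).

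In NK cells the study named Gzmb as higher in NAM. The NK-like class held 829397 UMIs in the untreated and 650537 in the NAM library (median 4771 and 4431.5 per cell). Gzmb went from 1262 to 1594 CPM (1047 and 1037 UMIs), a log2 ratio of 0.34 (0.21 to 0.46). The ratio was 0.52 (0.37 to 0.67) after the repeated clustering and 0.19 without the 5 cells of each library with most Gzmb UMIs. A Gzmb UMI was found in 58.3% of untreated and 61.7% of NAM cells (53.0% and 56.3% thinned), against thinned shares of 1.10% and 1.15% in macrophage-like cells (median depth 9631 and 9801 UMIs).

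**Figure D2:**
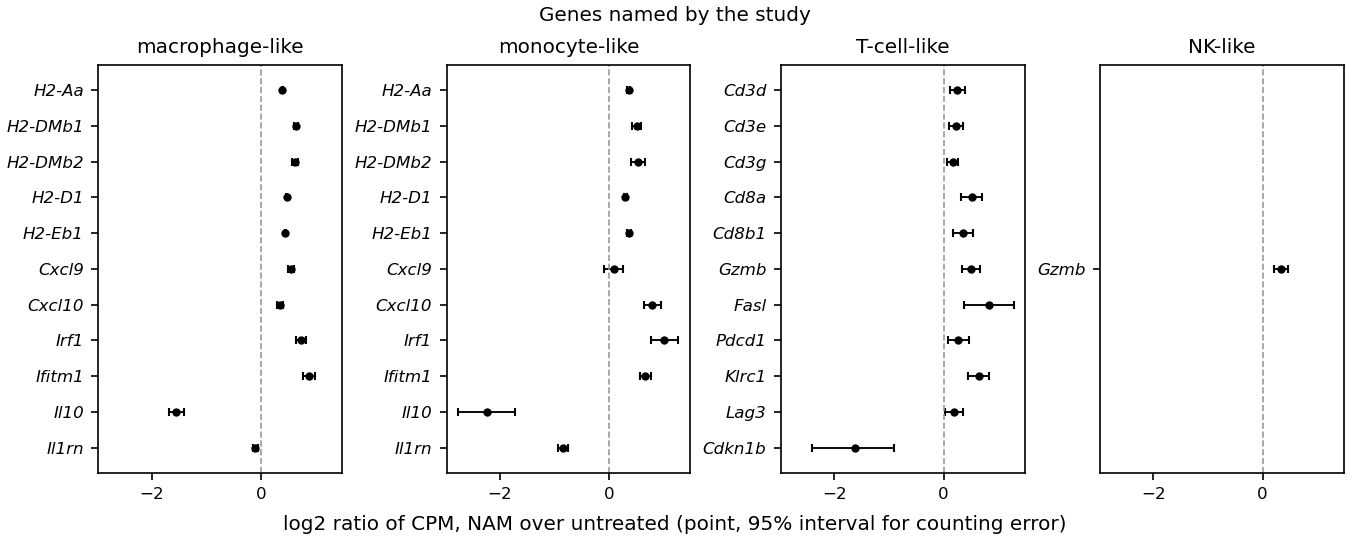
Log2 ratio of CPM, NAM over untreated, for each gene named by the study, in 1 panel per class, with 95% intervals for counting error. Il10 and Cdkn1b lie furthest below 0, at −1.55 (macrophage-like), −2.23 (monocyte-like) and −1.63 (T-cell-like).

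Lists of genes fixed before the data were examined asked which pathways differed. For each list the median log2 ratio is given with its percentile among 10000 random lists matched on mean expression, which describes these libraries only. The alternative that moved these medians most was the class from each cell's own marker score, under which the MHC class II median of T-cell-like cells was −1.31, against 0.23 (percentile 90.3) in the main setting. The MHC class II median was 0.43 (percentile 100) in macrophage-like, 0.37 (percentile 100) in monocyte-like and 0.34 (percentile 99.6) in NK-like cells. The last was −0.06 with classes from the marker score and −0.28 after the repeated clustering. H2-Aa was at 258 (untreated) and 308 CPM (NAM) in T-cell-like cells, against 6061 and 7956 in macrophage-like cells. Myeloid RNA in T-cell-like droplets may thus account for their MHC class II median, and the same stays open for NK-like cells. The MHC class I median was 0.31 (percentile 100) in macrophage-like, 0.12 (percentile 91.5) in monocyte-like, 0.08 (percentile 63.8) in T-cell-like and 0.13 (percentile 89.7) in NK-like cells. The interferon gamma median was 0.53 (percentile 100) in macrophage-like, 0.50 (percentile 100) in monocyte-like, 0.23 (percentile 95.7) in T-cell-like and 0.27 (percentile 99.4) in NK-like cells, the last being −0.09 with classes from the marker score. The type I interferon median was 0.17 (percentile 100) in macrophage-like, −0.24 (percentile 0.06) in monocyte-like, −0.25 (percentile 0.885) in T-cell-like and 0.02 (percentile 62.1) in NK-like cells. In macrophage-like cells it was 0.02 with list genes and genes named by their ratio kept out of clustering, and 0.0396 with unnamed cluster 7 added. In NK-like cells it was −0.23 with classes from the marker score and −0.00993 with those genes kept out of clustering.

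The heat shock median was below 0 in all 4 classes under every alternative tried, at −0.43 (percentile 0) in macrophage-like, −0.33 (percentile 0.03) in monocyte-like, −0.23 (percentile 0.21) in T-cell-like and −0.45 (percentile 0) in NK-like cells. The median of cytotoxic effectors was 0.23 (percentile 98.9) in macrophage-like cells and 0.51 (percentile 96.9) over 4 genes in monocyte-like cells. It was 0.30 (percentile 99.2) in T-cell-like and 0.20 (percentile 99.3) in NK-like cells. Gzmb was at 2.67 (untreated) and 5.36 CPM (NAM) in macrophage-like cells, against 642 and 909 in T-cell-like cells. Lymphocyte RNA in macrophage-like and monocyte-like droplets may thus account for the medians there. The immediate early median was 0.11 (percentile 95.4), 0.18 (percentile 99.4), 0.16 (percentile 86.8) and −0.28 (percentile 0.19) in macrophage-like, monocyte-like, T-cell-like and NK-like cells, and with classes from the marker score it was −0.04 in T-cell-like and 0.05 in NK-like cells. The glycolysis and hypoxia median was 0.24 (percentile 99.98), 0.15 (percentile 94.99), 0.24 (percentile 98.7) and 0.01 (percentile 45.4) in the same order, and in NK-like cells it was −0.01 under median-of-ratios scaling and after the repeated clustering. The proliferation median was −0.21 (percentile 0.16), −0.32 (percentile 5.26), −0.11 (percentile 17.0) and 0.14 (percentile 91.4). It was 0.83 in monocyte-like cells with classes from the marker score, and 0.10 in T-cell-like cells over members with 100 or more UMIs. The median of genes of NAD metabolism, for which NAM is a precursor, was −0.08 (percentile 26.0), −0.08 (percentile 25.2), 0.04 (percentile 63.4) and 0.02 (percentile 61.7), and the last pair were below 0 under median-of-ratios scaling and with classes from the marker score. With list and named genes kept out of clustering the NAD median was 0.0169 in monocyte-like and −0.0121 in NK-like cells, and after the repeated clustering it was −0.42 in NK-like cells. The haemoglobin median was 4.50, 7.57 and 8.27 (percentile 100 each) in macrophage-like, monocyte-like and T-cell-like cells, where a few NAM cells held most of the UMIs, and only 2 members reached 20 UMIs in NK-like cells, so no median was taken.

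**Figure D3:**
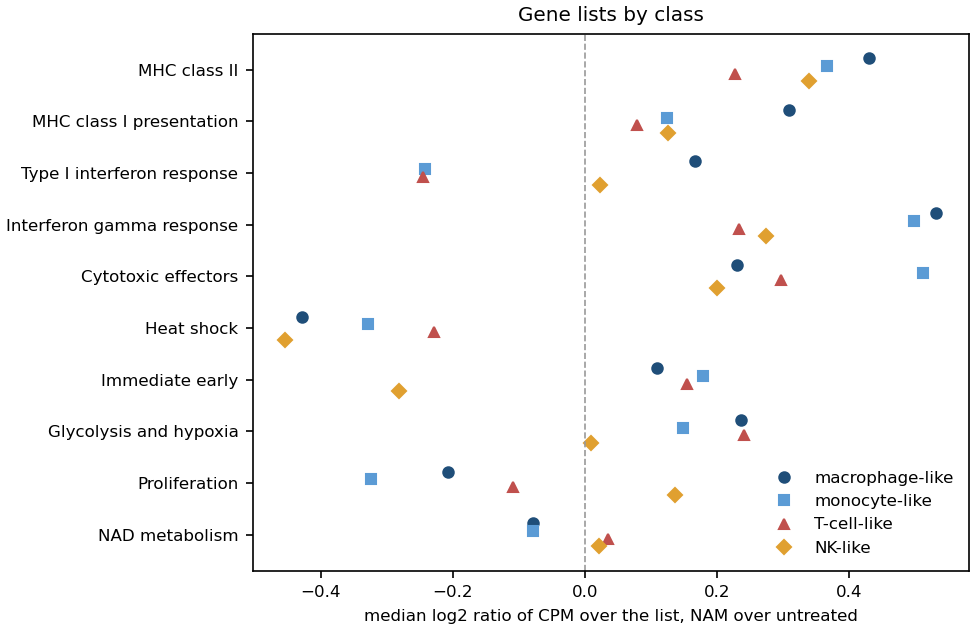
Median log2 ratio of CPM, NAM over untreated, for 10 gene lists, with 1 marker per class and haemoglobin left out. Heat shock genes lie below 0 in all 4 classes (−0.23 to −0.45), under each alternative as well, and the interferon gamma list lies above 0 (0.23 to 0.53) except in NK-like cells with classes from the marker score (−0.09).

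Genes with the largest and smallest ratios were named by a fixed rule among genes with 100 or more UMIs in a class. With 500 or more UMIs, the alternative that changed the choice most over the 4 classes, 5 of the 10 genes named in macrophage-like, 3 in monocyte-like, 4 in T-cell-like and 3 in NK-like cells remained, and with 20 or more UMIs 2 remained in NK-like cells. In macrophage-like cells the largest log2 ratios were those of the haemoglobin genes Hba-a1 (chromosome 11, 32283511 to 32284465, 4.81), Hbb-bt (chromosome 7, 103812524 to 103813996, 4.65), Hba-a2 (chromosome 11, 32296489 to 32297298, 4.51) and Hbb-bs (chromosome 7, 103826534 to 103828096, 4.17). Without the 5 highest cells of each library these were 1.29, 1.33, 0.84 and 1.02. Reads of Hba-a1 and Hba-a2, which are near-identical, may have been split between them, as may those of Hbb-bt and Hbb-bs. The fifth was Ubd (chromosome 17, 37193892 to 37196095), with 12 and 105 UMIs and a ratio of 2.98 (2.12 to 3.98), where 1 cell held 46.7% of its NAM UMIs. The smallest ratios were those of Retnla (chromosome 16, 48842551 to 48844461, −3.67, with 59.1% of untreated UMIs in 1 cell), Lepr (chromosome 4, 101717404 to 101815352, −3.43, 1542 and 158 UMIs), Lyve1 (chromosome 7, 110850607 to 110863239, −3.02), Ednrb (chromosome 14, 103814625 to 103844402, −2.88) and the antisense gene 1500002C15Rik (chromosome 4, 155732545 to 155734727, −2.68, with 30.2% of untreated UMIs in 1 cell and −1.44 without the 5 highest cells). Retnla had a ratio of −4.94 (−7.24 to −3.34, from 83 and 3 UMIs) without the 5 highest cells of each library. That of Ubd was then 2.24 (0.83 to 3.97, from 5 and 26 UMIs). With list genes and named genes also kept out of clustering, the intervals of Lyve1 (−1.61, −3.72 to 0.14) and Ednrb (−0.85, −2.33 to 0.53) included 0.

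In monocyte-like cells the haemoglobin genes Hba-a2, Hbb-bt, Hba-a1 and Hbb-bs again had the largest ratios, 8.79 (7.24 to 11.1), 8.57 (6.08 to 13.9), 7.66 (6.67 to 8.87) and 7.43 (6.73 to 8.24), from 3, 1, 8 and 16 untreated UMIs, and 1 cell held 98.3% or more of the NAM UMIs of each. Mmp12 (chromosome 9, 7344381 to 7369499), which also leads macrophage-like cluster 2, followed with 2.17 (1.77 to 2.59; 61 and 320 UMIs). The smallest ratios were those of Il10, Pdpn (chromosome 4, 143267431 to 143299564, −2.16), the heat shock gene Hspa1b (chromosome 17, 34956436 to 34959238, −1.96), Gm15056 (chromosome 8, 20900606 to 20902627, −1.92) and Rap2b (chromosome 3, 61361638 to 61368430, −1.78). In T-cell-like cells Hba-a1, Hba-a2, Hbb-bs and Hbb-bt had ratios of 8.78 (7.23 to 11.1), 8.50 (6.95 to 10.8), 8.41 (7.37 to 9.73) and 8.28 (5.79 to 13.6), from 3, 3, 7 and 1 untreated UMIs, with 98.9% or more of the NAM UMIs of each in 1 cell. Gar1 (chromosome 3, 129824912 to 129831396) followed with 1.60 (0.92 to 2.35). The smallest ratios were those of Gzmg (chromosome 14, 56156582 to 56159579, −4.55), Gzmc (chromosome 14, 56231441 to 56234656, −3.70), Ifitm1 (−3.10), Gzmf (chromosome 14, 56205263 to 56211417, −2.91) and Gzmd (chromosome 14, 56129556 to 56132608, −2.48), where 1 untreated cell held between 83.7% (Ifitm1) and 100% (Gzmf) of the untreated UMIs. Without the 5 highest cells of each library the ratio of Ifitm1 was 0.39 (−1.59 to 2.60), and no untreated UMI of these 4 granzymes, which are paralogs whose reads may be shared, was left. Of the largest 10 ratios of each class, 4 genes, all haemoglobin genes, were shared by macrophage-like, monocyte-like and T-cell-like cells, and 0 genes were shared among the smallest 10.

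In NK-like cells Ccl1 (chromosome 11, 82176657 to 82305690) had the largest ratio, 3.43 (20 and 169 UMIs), with 99.4% of its NAM UMIs in 1 cell. Cd3e (1.00), Nr4a2 (chromosome 2, 57106830 to 57124003, 0.97), Dtymk (chromosome 1, 93792576 to 93801934, 0.87) and Cd8a (0.87) followed, of which Cd3e and Cd8a are genes of T cells, present in this mixed cluster. The smallest ratios were those of Spry2 (chromosome 14, 105891947 to 105896819, −3.02, 300 and 29 UMIs), the heat shock gene Hspa1a (chromosome 17, 34969190 to 34972156, −2.71), which is near-identical to Hspa1b, Gzmc (−2.09, 2015 and 370 UMIs), Ier5l (chromosome 2, 30471537 to 30474219, −2.06) and Abhd2 (chromosome 7, 79273199 to 79365508, −1.85). Gzmc is among the genes that lead this cluster, and its ratio was −2.13 when it was kept out of clustering.

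Whether differences between the libraries belonged to 1 class or were shared by all was asked by correlating log2 ratios across genes with 100 or more UMIs in both classes of a pair. Genes are not independent replicates, and all classes of a group came from the same library. Pearson r was 0.702 for macrophage-like and monocyte-like (3692 genes), 0.690 for macrophage-like and T-cell-like (2170 genes), 0.511 for macrophage-like and NK-like (1866 genes), 0.695 for monocyte-like and T-cell-like (2019 genes), 0.387 for monocyte-like and NK-like (1755 genes) and 0.413 for T-cell-like and NK-like cells (1814 genes). Spearman rho was 0.460, 0.328, 0.341, 0.235, 0.287 and 0.331 in the same order. Between random parts of equal size of the untreated library, where no difference exists, r ranged from −0.288 to 0.212 over the 6 pairs, and between such parts of the NAM library from −0.660 to 0.654, where cells rich in haemoglobin fell in 1 part or the other. Without haemoglobin, heat shock, ribosomal protein and mitochondrial genes r was 0.552, 0.370, 0.481, 0.307, 0.361 and 0.381, each above the highest value between random parts for its pair (0.0942, 0.163, 0.110, 0.136, 0.121 and 0.340). The alternative that moved r most was the repeated clustering, under which r between T-cell-like and NK-like cells was 0.0147. It was 0.481 when 1 untreated cell rich in granzyme UMIs was left out.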

Values the study reported

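The study's text reports numbers of differentially expressed genes between untreated and NAM-treated tumours for each immune population, from tests between cells: 283 genes for NK cells, 590 for T cells, 1541 for monocytes and 1884 for macrophages. Its methods state that about 3000 cells were targeted per sample, and that cells with fewer than 1000 genes, fewer than 3000 UMIs or more than 10% mitochondrial reads were removed.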

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

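Chosen only after the results were seen were the tests of macrophage RNA and of single clusters for the type I interferon genes, those of the cluster mix (with and without 1 cell) and of 1 cell for Ifitm1, that of myeloid RNA for Cxcl10, and that of T cells inside the NK-like cluster for the immediate early genes. The results here drew attention because log2 ratios of NAM over untreated went opposite ways in different classes of the same libraries. With 1 library per group these differences between classes were not tested. An effect of NAM that differs between cell types stays open for each of them, untested, as does any other difference between the libraries.

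The type I interferon list had a median log2 ratio of 0.17 in macrophage-like cells, −0.24 in monocyte-like cells and −0.25 in T-cell-like cells. For monocyte-like cells, interferon-high cells left in the unnamed cluster 7 were argued against as the whole cause. The median was still −0.16 when that cluster was added to them. The lower depth of monocyte-like cells in NAM was argued against as the whole cause by a median of −0.16 after thinning to 3000 UMIs. Both medians were smaller in size than −0.24 and are given without an interval, so a part played by either source stays open. Macrophage RNA in the droplets of other cells cannot be told apart from a difference of the cells themselves, because the median it was held against (−0.25 in T-cell-like cells) is the pattern itself and no separate value was measured. For macrophage-like cells, whether the rise came from leaving out cluster 7 cannot be told apart from a true rise, because adding the cluster gave a median of 0.0396, near 0. Cluster 7 itself had a median of −0.19, and the macrophage marker C1qa was higher in it than in other cells (log2 fold 0.42). The median of macrophage-like cells was also 0.02 with list and named genes kept out of clustering. That setting named a cluster led by Ifit3 macrophage-like (92 untreated and 118 NAM cells), so it may not be a separate check. The rise thus depended on which clusters were named macrophage-like. A candidate explanation that stays open is that the clusters within a class go different ways, since the median in cluster 9, which is T-cell-like, was 0.37 and that in cluster 11, also T-cell-like, was −0.30. Among the macrophage-like clusters it was −0.07, 0.11 and 0.24 in clusters 1, 2 and 3. Over all cells of both libraries the median was 0.00188.

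The immediate early list had a median of 0.18 in monocyte-like cells and −0.28 in NK-like cells. T cells inside the NK-like cluster may account for the value in NK-like cells, since after clustering T-cell-like and NK-like cells again the median was −0.0104.

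Cxcl10 had a log2 ratio of 0.35 in macrophage-like, 0.79 in monocyte-like and −0.77 in NK-like cells (89 and 41 UMIs in the last). Myeloid RNA in droplets of NK-like cells cannot be told apart from a difference of the cells themselves, because the value it was held against (−0.77) is the pattern itself. A few cells also stay open, because without the 5 highest cells of each library the ratio in NK-like cells was 0.27 (−0.81 to 1.34), so that a few cells cannot be told apart from a true decrease at this depth. In monocyte-like cells the ratio was −0.46 with classes from each cell's own marker score.

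Ifitm1 had a log2 ratio of 0.88 in macrophage-like, 0.66 in monocyte-like and −3.10 in T-cell-like cells. Another mix of the T-cell-like clusters is argued against by a ratio of −1.13 (−1.92 to −0.36) within cluster 9 without 1 untreated cell. With that cell, which held 180 of the 215 untreated UMIs there, the ratio was −3.65. Cluster 11 went the other way, but from 0 and 7 UMIs (lower limit 0.469). A few cells may explain the value in T-cell-like cells, since without the 5 highest cells of each library the ratio was 0.39 (−1.59 to 2.60). Without the 1 untreated cell that also held most granzyme UMIs it was −0.53 (−1.27 to 0.19), so the low value may rest on that cell.

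Lag3 had a log2 ratio of 1.36 in monocyte-like cells (9 and 27 UMIs), 0.19 in T-cell-like cells, 0.66 in NK-like cells and −0.41 in macrophage-like cells (440 and 367 UMIs). In macrophage-like cells a few cells are argued against, since the ratio without the 5 highest cells of each library was −0.32 (−0.54 to −0.11). In monocyte-like cells neither a few cells (2.11 without the 5 highest, from 1 and 5 UMIs, −1.05 to 7.67) nor T-cell RNA in their droplets (Cd3g ratio 0.78, from 8 and 16 UMIs, −0.53 to 2.21) can be told apart from a true difference, because the counts are too few. The interval in T-cell-like cells included 0 under median-of-ratios scaling (0.13).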

How the results depend on the processing

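Chosen only after the data were seen were 4 alternatives: T-cell-like and NK-like cells clustered again on their own, the 5 highest cells per gene and library left out, the highest Scrublet scores left out, and list and named genes kept out of clustering besides the study genes. Leaving out 1 untreated cell was chosen then too. No paired analysis was possible because each group had 1 library. Using every barcode or a looser cell filter changed nothing, because the deposited cells had already been filtered, and leaving out the few cells called by Scrublet says nothing about doublets. A value is called reversed only if it changed sign from a main value whose interval left out 0. Where no reason is given, the cause was not tested.

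For shares of cells, the log2 ratio of NAM over untreated was below 0 for macrophage-like and NK-like cells and above 0 for monocyte-like with dendritic-like cells under every alternative run. Its interval did not keep its side of 0 in each. At resolution 0.3 the ratio was −0.0505 (−0.31 to 0.21) for NK-like, −0.19 for T-cell-like and 0.22 (0.05 to 0.40) for monocyte-like with dendritic-like cells, where the last left out 0 as it did with study genes allowed in clustering (0.22) and with the marker score (0.24). There the NK-like cluster took in cluster 9 (79 and 120 cells), so the T-cell-like class was cluster 11 alone. There the shares (untreated, then NAM, in percent of cells) were 7.87 and 7.60 for NK-like, 1.92 and 1.68 for T-cell-like, and 15.6 and 18.2 for monocyte-like with dendritic-like cells. At resolution 1.2 they were 53.1 and 50.6 for macrophage-like and 9.62 and 10.99 for monocyte-like with dendritic-like cells. With no correction between libraries these were 68.8 and 67.3, and 9.86 and 11.4. With study genes allowed in clustering, macrophage-like cells made up 57.2 and 55.3, and with list and named genes kept out 49.3 and 48.9, with 12.9 for untreated monocyte-like with dendritic-like cells. With classes from each cell's own marker score, which leaves 0 cells unnamed, the shares were 81.8 and 80.0 for macrophage-like, 9.27 and 10.96 for monocyte-like with dendritic-like, 5.75 and 6.502 for T-cell-like, and 2.81 and 1.77 for NK-like cells. After clustering again, T-cell-like cells made up 6.81 and 7.45 and NK-like cells 2.98 and 1.83, since T cells left the NK-like cluster.

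For study genes, median-of-ratios scaling kept 31 of 34 values within their interval and moved 3, thinning moved 8, no correction 5, the 5 highest cells left out 6, and list and named genes kept out of clustering 8. The marker score moved 5 and reversed 1, Cxcl10 in monocyte-like cells (−0.46), while Cxcl9 there, with a main interval that included 0, changed sign to −0.67 (−0.86 to −0.48) and was 0.30 (0.09 to 0.51) without the 5 highest cells. Gzmb in NK-like cells was 0.19 without the 5 highest cells and 0.52 after clustering again. Ifitm1 in T-cell-like cells was 0.39 without the 5 highest cells, where 4 and 7 UMIs were left. The median over the study genes in monocyte-like cells was 0.32 thinned, 0.29 with the marker score, 0.49 with no correction and 0.46 with list and named genes kept out of clustering. Under median-of-ratios scaling it was 0.21 in T-cell-like and 0.51 in macrophage-like cells.

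For gene lists, the marker score moved 12 of 43 medians and reversed 4, and 9 changed sign in all. Those not reversed had a main interval that included 0 and became −0.23 (type I interferon), −0.0917 (interferon gamma) and −0.36 (NAD) in NK-like cells and −0.0375 (immediate early) and −0.0234 (NAD) in T-cell-like cells. Reversed were MHC class II in T-cell-like (−1.31) and NK-like cells (−0.0609), immediate early in NK-like cells (0.0465) and proliferation in monocyte-like cells (0.83). Moved were cytotoxic effectors in monocyte-like cells (0.00530), glycolysis and hypoxia in NK-like (0.13), macrophage-like (0.20) and monocyte-like cells (0.23), heat shock in T-cell-like cells (−0.42), immediate early in macrophage-like (0.15) and monocyte-like cells (0.0689), interferon gamma in monocyte-like cells (0.23), MHC class I in NK-like cells (0.0175), and type I interferon in NK-like, macrophage-like (0.0688) and monocyte-like cells (−0.31). After clustering again, MHC class II was reversed in NK-like cells (−0.28) and was 0.46 in T-cell-like cells, while in NK-like cells immediate early was −0.0104 and proliferation 0.46. Median-of-ratios scaling gave, in macrophage-like cells, 0.27 for glycolysis and hypoxia, 0.14 for immediate early, 0.46 for MHC class II and 0.20 for type I interferon. With members of 100 or more UMIs, proliferation in T-cell-like cells was 0.10. With list and named genes kept out of clustering, 9 medians moved, all in macrophage-like cells except MHC class II in monocyte-like cells (0.46). In macrophage-like cells they were −0.39 for proliferation, −0.54 for heat shock, 0.0180 for type I interferon, 0.14 for immediate early, 0.25 for MHC class I, 0.38 for MHC class II, 0.45 for interferon gamma and 0.72 for cytotoxic effectors.

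Of the 10 genes named by their ratio in each class, with 20 or more UMIs 2 remained in NK-like, 6 in macrophage-like and 4 in monocyte-like cells, since genes with fewer counts give larger ratios. With 500 or more UMIs, which removes genes, 3 remained in NK-like, 4 in T-cell-like, 5 in macrophage-like and 3 in monocyte-like cells. Without the 5 highest cells 10 pairs of class and gene had no ratio, as no UMI was left in 1 or both libraries. Of the 29 other pairs 16 stayed within their interval, 12 moved and 1 was reversed (Ifitm1 in T-cell-like cells).

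For agreement across genes with 500 or more UMIs, Pearson r and Spearman rho were 0.848 and 0.525 for macrophage-like with monocyte-like, 0.912 and 0.468 for macrophage-like with T-cell-like, 0.598 and 0.411 for macrophage-like with NK-like, 0.939 and 0.379 for monocyte-like with T-cell-like, 0.584 and 0.450 for monocyte-like with NK-like, and 0.572 and 0.451 for T-cell-like with NK-like cells. Without haemoglobin, heat shock, ribosomal protein and mitochondrial genes r was 0.552 for macrophage-like with monocyte-like, 0.370 for macrophage-like with T-cell-like and 0.307 for monocyte-like with T-cell-like cells. With the marker score, monocyte-like with NK-like cells had r 0.529 and rho 0.378, and monocyte-like with T-cell-like rho 0.303. After clustering again, T-cell-like with NK-like cells had r 0.0147 (0.481 without 1 untreated cell) and rho 0.283, and macrophage-like with T-cell-like rho 0.374. Depth limits T-cell-like and NK-like values most, since these classes held the fewest UMIs of the 4.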

Other observations

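Chosen only after the results were seen were the tests of haemoglobin, those of the special gene groups and of macrophage RNA for the agreement between classes, centring on length and GC content in pairs other than macrophage-like with monocyte-like, those of dissociation stress and handling for heat shock, those of paralogs, cluster mix and 1 cell for the granzymes, and leaving out that cell for Cd8a and Cd8b1 and for the agreement between classes. An effect of NAM stays among the open explanations of each pattern, and with 1 library per group it was not tested.

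Haemoglobin UMIs numbered 596 in the untreated and 23279 in the NAM library. Cells with 1% or more haemoglobin UMIs held 94.3% of those in the NAM library, and there were 5 such cells there (3 macrophage-like, 1 monocyte-like and 1 T-cell-like) and 0 in the untreated library (exact 95% upper limit 0.126% of cells). Red blood cells or their RNA in a few droplets may thus explain most of the difference. Free haemoglobin RNA in every droplet as the whole source is argued against, since in cells under 1% the highest log2 ratio of the 4 classes was 1.77, against 8.51 in all T-cell-like cells. The lowest ratio in cells under 1% was 0.955, so the NAM library may in addition hold more free haemoglobin RNA.

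The log2 ratios of the same genes went together in all 4 classes. Haemoglobin, heat shock, ribosomal protein and mitochondrial genes as the whole source are argued against, since without them the lowest Pearson r of the 6 pairs was 0.307. Gene length as the whole source is argued against by a Spearman rho of 0.443 between macrophage-like and monocyte-like cells after centring on length. Before centring rho was 0.464 (3594 genes with a transcript, 97.3%). GC content of the 3′ end as the whole source is argued against by 0.457 after centring on it. The log2 ratio itself fell with length (rho −0.221 in macrophage-like and −0.169 in monocyte-like cells), so a part played by length stays open. Over the 6 pairs rho was 0.242 to 0.464 before, 0.231 to 0.443 after centring on length and 0.238 to 0.457 after centring on GC content. For T-cell-like with NK-like cells r was 0.0147 (rho 0.283) after clustering again. The untreated cell described below for the granzymes accounts for that low r, since without it r was 0.481 (rho 0.288). Macrophage RNA in the droplets of other cells stays open. Over 213 genes at over 4 times the CPM in T-cell-like cells, r between macrophage-like and T-cell-like cells was 0.349, within the range between random parts of 1 library (−0.239 to 0.407) but close to 0.381 over genes with like CPM in both classes, so this source cannot be told apart from a shared difference. Nor can a difference between the libraries other than NAM, because the number of libraries per group was 1.

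Heat shock genes were lower in NAM in all 4 classes. A few cells are argued against, since without the 5% of cells with the highest heat shock share the medians were −0.31, −0.26, −0.18 and −0.34 in macrophage-like, monocyte-like, T-cell-like and NK-like cells. Stress during dissociation that raises heat shock and immediate early genes together is argued against as the whole cause. The second highest immediate early median of the 4 classes was 0.16, and only NK-like cells were below 0 (−0.28). A part played by such stress stays open. With no correction between libraries, a macrophage-like cluster led by Hspa1a, Hspa1b and Jun held 12.9% (11.7 to 14.2) of untreated cells. It held 11.2% (10.1 to 12.3) of NAM cells. Jun also had a ratio of −1.43 in NK-like cells. A handling or temperature difference that acts on heat shock genes alone cannot be told apart from NAM, because a median of −0.23 or lower in every class is what either would give and each group had 1 library.

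In macrophage-like cells Retnla, Lyve1 and Ednrb, and Saa3 (chromosome 7, 46711998 to 46715700; chosen after its value was seen), were lower in NAM. A small group of cells with Lyve1 among its leading genes, found at resolution 0.3, held 1.03% (0.694 to 1.46) of untreated cells and 0.488% (0.279 to 0.792) of NAM cells. A like group, found with no correction between libraries, held 0.890% (0.582 to 1.30) and 0.214% (0.0860 to 0.440). Fewer of these cells as the whole cause is argued against, since without the group of resolution 0.3 the median log2 ratio of the 4 genes was −2.57. Leaving out the other group was not tried. Lyve1 and Ednrb had intervals that included 0 (−1.61 and −0.85) with list and named genes kept out of clustering, where fewer cells were macrophage-like.

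In T-cell-like cells Gzmc, Gzmd, Gzmf and Gzmg were lower in NAM while Gzmb was higher. The low ratios of these 4 genes rest on 1 cell. An untreated cell with 26580 UMIs held 98.7% of the 4 genes' untreated UMIs, and without it their log2 ratio was 3.06 (2.42 to 3.78, from 21 and 240 UMIs). This higher ratio rests on few cells too. Only 15 NAM cells had a UMI of the 4 genes, and the 5 highest held 92.5% of the NAM UMIs. Reads moved between granzyme paralogs and another mix of clusters cannot be told apart from other sources, because their tests were carried by that untreated cell. The summed UMIs of Gzmb to Gzmg had a log2 ratio of −1.36 with it and 0.93 without it, and the 4 genes within cluster 9 had −3.43 with it and 3.02 without it. Without the 5 highest cells of each library the ratio of the 4 genes was 2.72 (0.66 to 5.88). That cell had 8 UMIs of Ncr1, 4 of Klre1 and 1 of Cd3g, and fell in the NK-like subcluster when clustered again. Whether other NK-like cells among the T-cell-like cells contributed cannot be told apart from that cell alone. In T-cell-like cells with a Cd3 UMI and no UMI of 4 NK markers the ratio was 5.20 (3.95 to 6.84, from 5 and 199 UMIs), but this choice of cells also leaves that cell out. A doublet is possible for a cell of this depth, and it was not called by Scrublet, which did not work here.

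Cd8a and Cd8b1 were higher in NAM in T-cell-like cells, of which cluster 9 made up more in NAM. That larger part as the whole cause cannot be told apart from a rise within the cluster. The log2 ratio of both genes summed within cluster 9 was 0.20 (0.07 to 0.34), but without the untreated NK-like cell above it was 0.11 (−0.0231 to 0.24), an interval that includes 0. Il10 was lower in NAM in macrophage-like and monocyte-like cells, and another mix of macrophage-like clusters is argued against, since the highest of the ratios within clusters 1, 2 and 3 was −1.31 (−1.70 to −0.93). A lower level of Il10 in these cells under NAM is a hypothesis that these libraries leave open, as a library difference was not excluded.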
